# JMJD1A/NR4A1 Signaling Regulates the Procession of Renal Tubular Epithelial Interstitial Fibrosis Induced by AGEs in HK-2

**DOI:** 10.3389/fmed.2021.807694

**Published:** 2022-02-03

**Authors:** Shaoting Wang, Anna Zuo, Weiqiang Jiang, Jiarun Xie, Haoyu Lin, Wei Sun, Min Zhao, Jinjin Xia, Junqiao Shao, Xiaoshan Zhao, Donghui Liang, Aicheng Yang, Jia Sun, Ming Wang

**Keywords:** diabetic kidney disease, renal fibrosis, epigenetics, JMJD1A, NR4A1

## Abstract

Diabetic kidney disease (DKD) is one of the most serious complications of diabetic patients. Advanced glycation end products (AGEs) induce epithelial-mesenchymal transformation (EMT) of renal tubular epithelial cells (HK-2), resulting in renal tubulointerstitial fibrosis. However, the underlying epigenetic mechanisms remain to be further investigated. In this work, we investigated the functional role of JMJD1A involved in DKD progression. The molecular mechanism study was performed in AGEs-induced HK-2 cells by gene expression analysis, RNA sequencing (RNA-seq), and JMJD1A lentiviral knockdown and overexpression particle transfection. The results showed that AGEs could upregulate JMJD1A, and the expressions of related fibrotic factor were also increased. At the same time, in the DKD animal model induced by unilateral nephrectomy plus streptozotocin (STZ), IHC immunohistochemical staining showed that compared with the control group, the expressions of JMJD1A, FN, and COL1 in the model group were all increased, masson staining results also show that the model group has typical fibrotic changes. This is consistent with the results of our *in vitro* experiments. In order to determine the downstream pathway, we screened out JMJD1A downstream transcription factors by RNA-seq. Further analysis showed that JMJD1A overexpression could accelerate the progression of AGEs-induced renal fibrosis by reducing the expression of NR4A1 in HK-2 cells. Meanwhile, NR4A1 inhibitor can promote the expression of fibrosis-related factors such as VIM, a-SMA in HK-2 cells, and aggravate the process of fibrosis. Taken together, JMJD1A/NR4A1 signaling can regulate the procession of renal tubular epithelial interstitial fibrosis induced by AGEs in HK-2.

## Introduction

Diabetes is a metabolic disease characterized by hyperglycemia, mainly divided into type 1 diabetes, type 2 diabetes, gestational diabetes, and special type diabetes (1, 2). Diabetic kidney disease (DKD), known as diabetic glomerulosclerosis, is one of the most common microvascular complications of diabetes mellitus (DM) (3, 4). It is also the most common and serious chronic complication of type 2 diabetes mellitus (T2DM), which often leads to end-stage renal failure in patients with diabetes (5, 6).

Advanced glycation end products (AGEs) are the end products of non-enzymatic glycation reaction (Maillard reaction), which refer to the heterogeneous molecules formed by the reaction of proteins, lipids, or nucleic acids with glucose or other reducing monosaccharides without the participation of enzymes (7, 8). AGEs cause oxidative stress, trigger excessive reactive oxygen species, promote the production and release of inflammatory cytokines, and aggravate the development of diabetes, chronic renal failure, cardiovascular diseases, and neurological diseases (9–12). In addition, AGEs are the main cause of diabetic microvascular disease (13). The continuous stimulation of risk factors usually causes damage to HK-2 cells in renal tubular epithelial cells, including high glucose levels, proteinuria, and age-modifying proteins that all lead to extracellular matrix (ECM) deposition and abnormal synthesis and degradation of epithelial proteins, leading to epithelial-mesenchymal transition (EMT) and even interstitial fibrosis (14–17).

In recent years, a large number of studies have found that epigenetic modification plays an important role in the pathogenesis and treatment of many major diseases, in which the difference of histone modification sites may have an important impact on some diseases (18, 19). Histone methylation is the most stable modification method, which is most conducive to transmitting and preserving stable epigenetic information (20). It plays an important role in activating and inhibiting gene expression and has an important impact on growth and development (21, 22). Studies have shown that epigenetic remodeling can regulate fibroblast activation, differentiation and apoptosis, collagen synthesis, and fibrogenic gene transcription. Epigenetic histone modifications play an important role in regulating renal gene expression in diabetic patients (23, 24). Histone demethylase JMJD1A, also known as KDM3A, JHDM2A, TSGA, and KIAA0742, is a demethylation of H3 lysine 9 (H3K9) dimethyl and monomethyl (me2/1) in histone alkaline enzyme (25). JMJD1A may play a role in homodimer formation in transcriptional regulation (26). In addition to being highly expressed in male germ cells, JMJD1A is also expressed in varying degrees in heart, ovary, kidney, lung, brain, liver, skeletal muscle, pancreas, spleen, and skin (27, 28). It was found that JMJD1A can inhibit the activity of TGIF1 and promote the activation of TGF-β1/Smad2/3 signals, thereby promoting the process of fibrosis, and the silencing of JMJD1A can inhibit the kidney damage caused by HG (29, 30).

Nuclear receptor subfamily 4 Group A member 1 (NR4A1), also known as Nur77, nerve growth factor IB (NGFI-B) and TR3, is a member of the NR4A nuclear receptor superfamily (31). JMJD1A inhibits the activity of transforming growth factor β inducible factor 1 (TGIF1) and promotes the activation of TGF-β1/Smad2/3 signals (29). The reduction of NR4A1 expression is related to glucose metabolism disorders and renal fibrosis, and histone acetylation can help increase the expression of NR4A1 in patients with DKD (32, 33). We speculate that JMJD1A may regulate the activity of NR4A1 through the demethylation pathway, thereby upregulate the expression levels of fibrosis-related factors through the signal pathway mediated by TGF-β1, and accelerate the pathological progress of diabetic renal fibrosis. In this work, HK-2 treated with AGEs was used as an *in vitro* diabetic renal fibrosis model. The effects of JMJD1A-NR4A1 on fibrosis-related proteins VIM, TGF-β, and CTGF were systematically studied, and through the correlation between JMJD1A-NR4A1 and TGF-β mediated between profibrosis pathways to determine whether JMJD1A-NR4A1 demethylation is a new pathogenic factor involved in the development of diabetic renal fibrosis. Therefore, looking for strategies to regulate the balance of JMJD1A-NR4A1 signaling pathways may be a practical solution for clinical treatment of DKD.

## Materials and Methods

### Animals

Male CD-1 mice weighing approximately 30 to 35 g were purchased from Zhuhai Bastone Biotechnology Co. (Experimental unit use license number: SYXK (Guangdong) 2016-0167). We used unilateral nephrectomy 1 week after injection of streptozotocin (STZ; USP grade, 98.5%; Source Leaf Bio) to establish a diabetic nephropathy model. Mice received 60 mg/kg body weight of STZ intraperitoneally for 5 consecutive days, and blood glucose was measured after 1 week for 12 weeks. Mice were killed 12 weeks after STZ and analyzed for pathological changes in the kidneys, and the results were as follows. This study was approved by the Animal Protection and Utilization Committee of Southern Medical University Experimental Animal Ethics Committee, in accordance with our institutional regulations.

### Masson and Immunohistochemistry Staining

Paraffin-embedded kidney tissue sections were deparaffinized and stained with Masson trichrome. The extent of renal fibrosis was assessed based on the amount of collagen deposition using an inverted microscope (DMi8, Leica, Germany), and collagen quantification was analyzed using ImageJ software. The area of fibrotic lesions was expressed as a percentage of fibrotic area relative to the whole percentage of fibrotic area relative to the whole area. For immunohistochemistry (IHC) staining, paraffin-embedded kidney tissues were baked at 65°C for 2 h and deparaffinized three times in xylene, then rehydrated with alcohol, and washed three times with PBS solution for 5 min each. The sections were placed in sodium citrate liquid for antigenic thermal repair. The sections were closed at room temperature for 1.5 h, then incubated with primary antibody overnight at 4°C, and washed three times with PBS for 5 min each. Primary antibodies were used as follows: rabbit monoclonal antibody to FN (1:400 dilution, Abcam), COL1 (1:1000 dilution, Abcam), and JMJD1A (1:200 dilution, Proteintech). Secondary antibodies were incubated for 20 min at 37°C and washed three times with PBS. Immunostaining was performed using 3,3-diaminobenzidine (DAB), and the staining was observed in real time under the microscope. Sections were counterstained with hematoxylin and finally sealed with neutral gum. Sections (*n* = 5 per animal) were photographed at 200 × magnification using a light microscope (DMi8, Leica, Germany) and analyzed with the ImageJ analysis software.

### Cell Culture and Experimental Design

Renal tubular epithelial cells from an immortalized human proximal tubular epithelial cell line were obtained from the ATCC, which was grown in the MEM and supplemented with 10% fetal bovine serum (FBS; Invitrogen, Carlsbad, Calif., USA). The cells were placed in a CO_2_ incubator at 37 °C and will be taken for the subsequent experimental logarithmic phase. HK-2 cells were grown to 80–90% confluence, digesting with 0.125% trypsin-0.1% EDTA, and seeding on six-well-tissue culture plates. The confluent cells were cultured in 400 μg/ml AGEs after 72 h in serum-free MEM medium for 24 h.

### Real-Time Quantitative Reverse Transcription-Polymerase Chain Reaction

RNAiso Plus (AG RNAex Pro Reagent,China) was used to extract total RNA from HK-2 cells according to the instructions provided by the manufacturer. Subsequently, the PrimeScript™ RT Reagent Kit (TaKaRa Biotech) was used for reverse transcription into cDNA. The RT-qPCR analysis was performed using the Roche LightCycler 96. In all PCR experiments, the expression of β-actin was used as the internal reference.

### Western Blot Analysis

Renal tubular epithelial cells were washed twice with PBS, then lysed on ice for 10 min in 80–100 μl RIPA cell lysis buffer supplemented with protease and phosphatase inhibitors (Roche). Then protein concentration was measured using a BCA protein assay kit. Protein samples (20 μg) were separated by SDS-PAGE and then by a polyvinylidene fluoride membrane (Millipore, IPVH00010). Each membrane was blocked with 5% skim milk for 1 h at room temperature and incubated overnight with the following primary antibody at 4°C, diluted at JMJD1A (Proteintech, 12835-1-AP, 1:2000), VIM (Proteintech, 10366-1-AP, 1:5000), E-cad (Proteintech, 20874-1AP, 1:25000), Collagen-1 (Proteintech, 14695-1-AP, 1:2000), CTGF (Proteintech, 23936-1-AP, 1:5000), a-SMA (Proteintech, 14395-1-AP, 1:5000), and β-actin/GAPDH (Proteintech, 66009-1-lg /60004-1-Ig) as loading control. The membranes were washed out four times in the TBST solution and incubated with their respective horseradish peroxidase–conjugated secondary antibodies for 90 min at room temperature. The ECL Western blotting system (Santa Cruz Biotechnology) was used for detection. The levels of proteins were analyzed using Image J Software.

### Immunofluorescence Staining

Renal tubular epithelial cells were stimulated by AGEs for 72 h and then washed with PBS three times. Cells were fixed with 4% paraformaldehyde (PFA) for 15 min and then permeabilized using 0.1% Triton X-100 for 20 min after washing the plates with PBS and blocking with 5% BSA in PBS for 2 h at room temperature and then incubating with antibody against JMJD1A(Proteintech,12835-1-AP,1:300), VIM (Proteintech, 10366-1-AP,1:300), and a-SMA (Proteintech, 14395-1-AP, 1:400) overnight at 4 °C. On the second day, slides were washed in PBS and the sections were incubated with the appropriate secondary antibodies (Proteintech, SA00013-4,1:200) (Proteintech, SA00013-3,1:200) for 1 h at room temperature. In the final step, the coverslips were washed and mounted on the slides with Antifade Mounting Medium with DAPI. The images were captured using fluorescent inverted microscope (DMi8, Leica, Germany).

### RNA Isolation, Library Construction, and Sequencing RNA

RNAex Pro Reagent (AG, Hunan, China) was used to extract total RNA from HK-2 cells according to the instructions provided by the manufacturer. A total amount of 2 μg isolated RNA per sample was used for DNA library preparation. Use NEBNext^®^ UltraTM RNA Library Preparation Kit for Illumina^®^ to generate a sequencing library (Neb, Ipswich, Massachusetts, USA) in accordance with the manufacturer's instructions. The libraries were pooled in equimolar amounts and sequenced using a 2 ×132 bp chemical method (Nova seq, Illumina). The RNA sequencing (RNA seq) data reported in this study has been saved in NCBI's comprehensive gene expression database (accession number: GSE193192). Quality control of RNA-seq raw paired data was performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and MultiQC. Trim Galore (https://github.com/FelixKrueger/TrimGalore) was used to trim adapters, reads with low quality (<50), and short length (<75 bp). RNA-seq reads were mapped to *Homo sapiens* genome Ensembl GRCh38 using Hisat2 (version 2.1.0) with default codes. Sam files were transformed into bam files using samtools (version 1.9). The read counts of each gene were summarized using featureCounts (version 1.6.5). Raw read counts were imported into R studio (version 3.6.1) and analyzed by using R package of DESeq2 (version 1.26.0). Genes with foldchange > 2 and false discovery rate *p* < 0.05 that were adjusted by using ClusterProfile method were considered as differentially expressed genes (DEGs).

### Lentivirus-Mediated Knockdown and Overexpression of JMJD1A in HK-2

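KDM3A, the gene of the H3K9 demethylase JMJD1A, lies on the plus strand of chromosome 2 of GRCh38 from 86440647 to 86492716 (GENCODE release 44). The shRNA against it is built of a sense strand of 21 bases, CCCTAATAACTGTTCAGGAAA, a loop of 12 bases, CTTCCTGTCAGA, and the guide strand TTTCCTGAACAGTTATTAGGG. The sense strand matched the genome at 86466753 to 86466773, in coding sequence of exon 10 of the 26 exons of the canonical transcript. The site follows AGAAGTGAAAGCAGGTGTCAATAGTGATAG and precedes AAAGGTAGAACCTTCAGCTTTAGCTTGCCG in the transcript. It was present in 6 of the 15 annotated transcripts of KDM3A. No transcript of another gene matched the sense strand with 2 or fewer mismatches, 4 other genes did with 3 mismatches, and 28 did with 4. None of these genes was among the 49 whose counts were analysed.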

Renal tubular epithelial cells were subjected to lentiviral transduction lentiviral particles (shRNA Lentiviral Transduction; Umine Biotechnology Co, LTD Guangzhou) with sequence targeting human JMJD1A (clone ID humanNM_018433, sequence, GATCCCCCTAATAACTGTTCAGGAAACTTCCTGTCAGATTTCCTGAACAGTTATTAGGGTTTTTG) through the selection of green fluorescent protein and RT-qPCR technology to select the appropriate MOI value for cell, and to prepare for the follow-up experiment. The human JMJD1A the empty lentiviral vector (vector group) and lentiviral vector (JMJD1A group) were constructed at Hanbio company (China). HK-2 were transfected with lentivirus medium at a multiplicity of infection (MOI=50), and 2μg/ml polybrene was added to promote efficiency. After 48 h of infection transfection efficiency was determined by RT-qPCR.

### Statistical Analysis

According to unpaired t tests and one-way ANOVA or two-way ANOVA to analyze statistics using by GraphPad Prism 7, data were considered statistically significant at *p* < 0.05.

## Results

### Expression of JMJD1A in the Kidney Structure of DKD Mice

Collagen-specific Masson trichrome staining showed glomerular changes with a significant increase in collagen deposition (Figure 1A). Immunohistochemical methods were used to detect the protein expression of FN and COL1 in DKD kidneys. The expression of FN, JMJD1A, and COL1 were significantly increased in the DKD group compared with the control group (Figure 1B).

**Figure 1:**
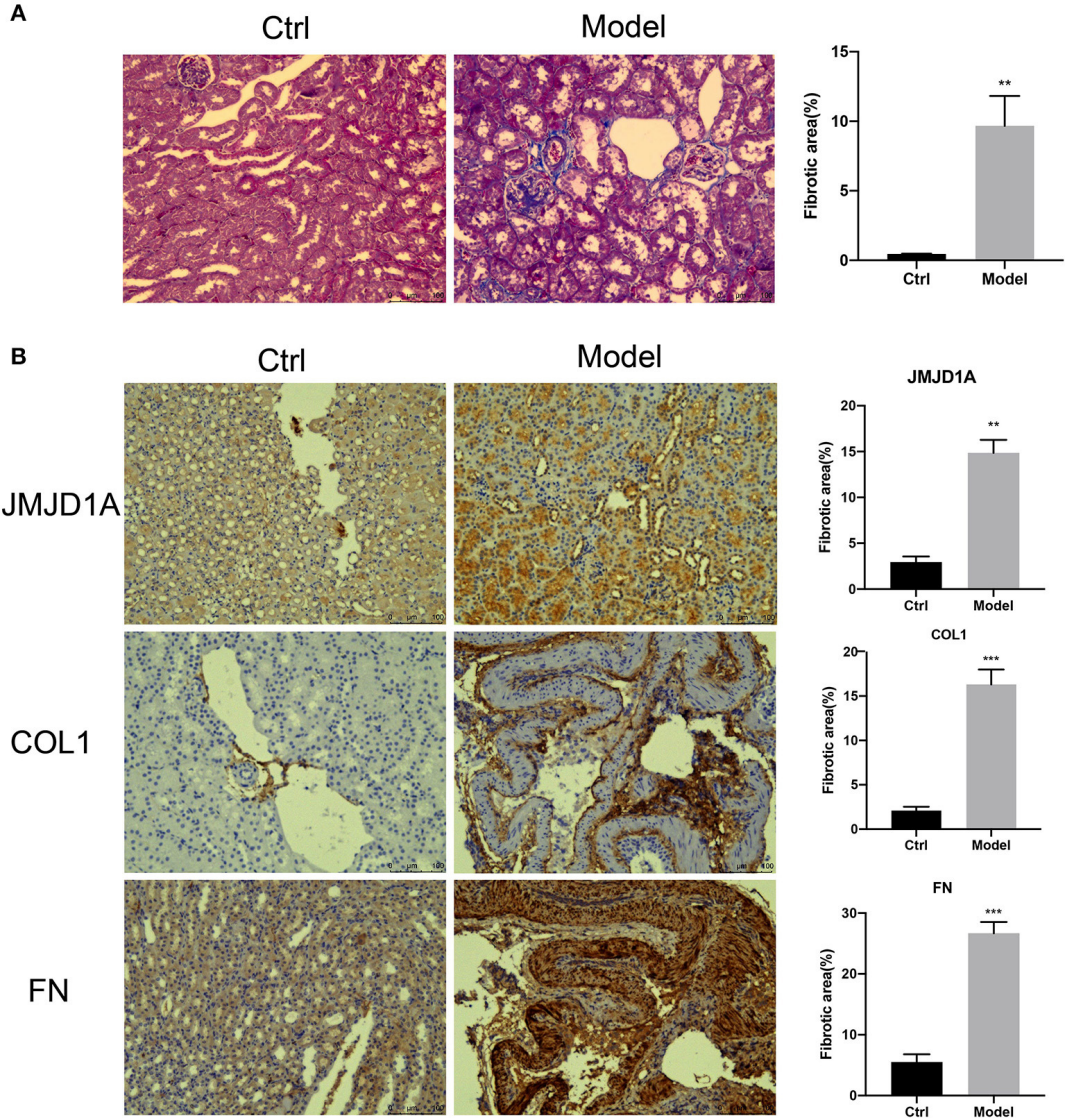
**(A)** Representative images of unilateral nephrectomized mice with diabetic nephropathy combined with STZ vs. normal control mice showing glomerular collagen deposition (Masson trichrome staining) (scale bar, 100 μm, ×200, *n* = 5, **p < 0.001). **(B)** Quantification was performed using ImageJ analysis software. Kidney sections from both groups of mice were stained by IHC to detect the expression of JMJD1A, FN, COL1 (scale bar, 100 μm, ×200, *n* = 5, **p < 0.001, ***p < 0.0001).

### AGEs Dose-Dependently Accelerate the HK-2 Cell Damage

To observe the effects of different concentrations of AGEs on HK-2 cells, they were divided into Ctrl group and AGEs group including 100, 200, and 400 μg/ml. The morphological changes of HK-2 cells were observed after 72 h. The results showed that HK-2 cells in the Ctrl group were oval and spindle-shaped, but in HK-2 cells that were treated with 100, 200, and 400 μg/ml AGEs group, and especially at 400 μg/ml, the cell morphology changed significantly (Figure 2F). We found that the cell body of HK-2 cells was elongated, the cell gap was enlarged, showing a long spindle shape, and there were many cell fragments in the cell supernatant. Therefore, 400 μg/ml AGEs group significantly destroyed the morphology of HK-2 cells and may induce apoptosis. Therefore, we analyzed the level of apoptosis by flow cytometry and found that the level of apoptosis increased after 72 h of AGEs stimulation (Figure 2A). Moreover, RT-qPCR was used to detect in HK-2 cells mRNA expression level at 48 and 72 h, and observed that the expression of fibrosis-related factors TGF-β1 and CTGF in tissues was enhanced (Figures 2B,C). Furthermore, stimulation of HK-2 cells with 400 μg/ml AGEs of 12, 24, 48, and 72 h clearly resulted in related-fibrosis proteins along with apoptosis proteins, which increased at 72 h significantly (Figures 2D,E).

**Figure 2:**
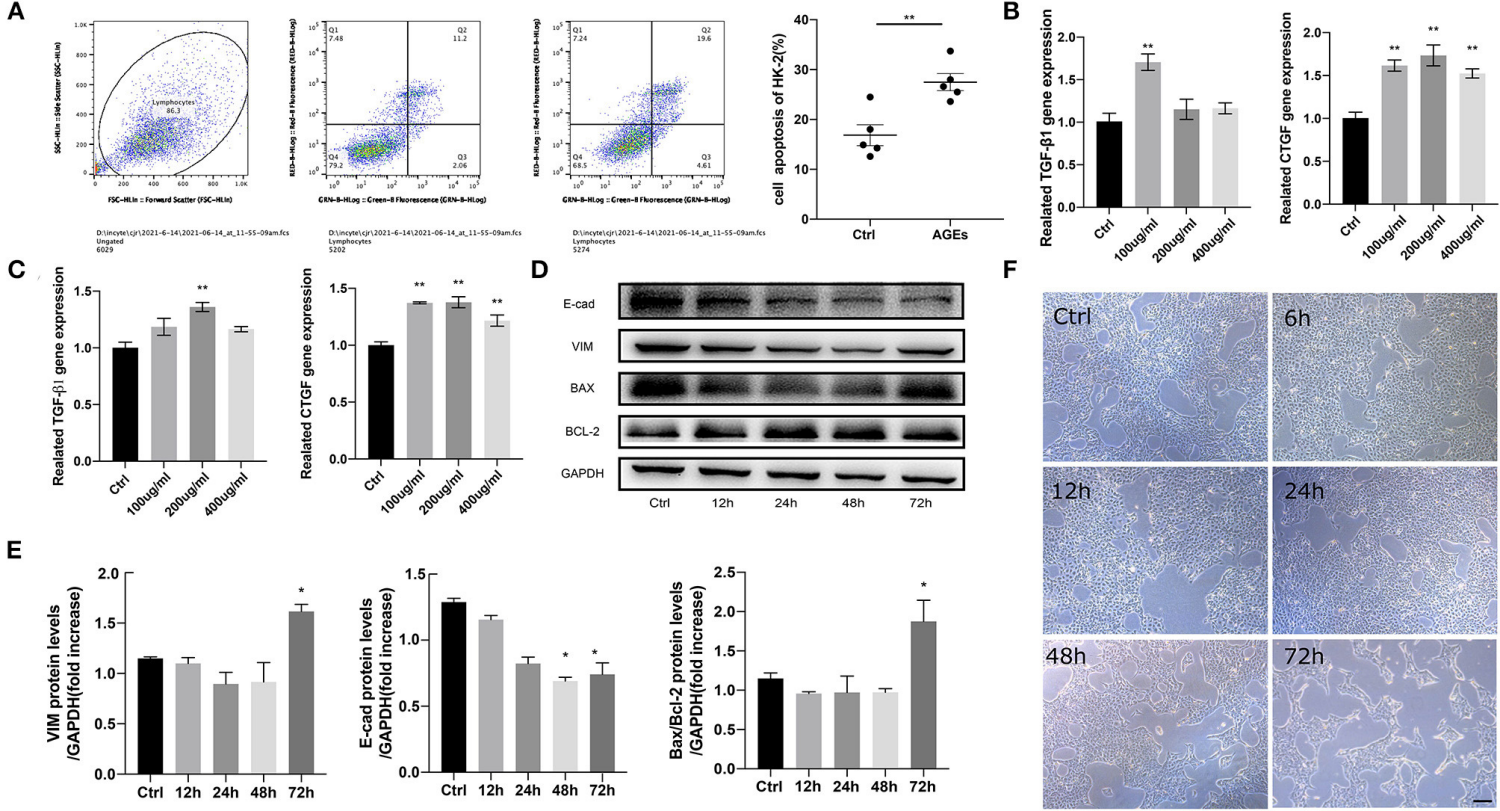
AGEs accelerates the injury of HK-2 cells in a dose-dependent or time-dependent manner. **(A)** Flow cytometry analysis of apoptosis of HK-2 cells. **(B,C)** Reverse transcription-quantitative polymerase chain reaction (RT-qPCR) was used to detect the mRNA expression of 48, 72 h fibrosis related factors TGF-β1 and CTGF in HK-2 cells (*n* = 3, **p < 0.001). **(D,E)** Western blot was used to detect the protein expression of fibrosis and apoptosis related factors in HK-2 cells stimulated by 400 μg/ml AGEs for 12, 24, 48, and 72 h (*n* = 3, *p < 0.05). **(F)** The morphological changes of HK-2 cells in Ctrl group and 400 μg/ml AGEs stimulation group 72 h later (scale bar, 100 μm).

### Sequencing of the Transcriptome of HK-2 Induced by AGEs

To reveal that JMJD1A is a potential mechanism to promote renal tubular fibrosis, we analyzed the gene expression profile of HK-2 stimulated by AGEs by high-throughput RNA sequencing. 

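HK-2 is an immortalized cell line derived from the human proximal tubule. RNA-seq counts were analysed for 3 groups of 3 libraries each, all from HK-2 cells transduced with lentivirus: cells with the control shRNA cultured for 72 h without AGEs (Ctrl group), cells with the control shRNA cultured for 72 h with 400 μg/ml AGEs (AGEs group), and cells with the shRNA against JMJD1A cultured the same way with AGEs (shJMJD1A AGEs group). AGEs are advanced glycation end products, proteins modified by sugars that build up in diabetes. The authors trimmed the paired reads, mapped them to GRCh38 with Hisat2 and counted reads per gene with featureCounts, whose strand setting and annotation release the paper's text does not name. The counts analysed here cover 49 genes, all matched to a symbol in GENCODE release 44. These genes summed to 99729 to 107036 counts per library in the Ctrl group, 85894 to 98250 in the AGEs group and 67563 to 86854 in the shJMJD1A AGEs group. These sums are not the depth of the libraries, and no share of a whole library was computed from them. LASP1, which encodes an actin-binding protein, took 18.6% to 21.6% of them. JMJD1A (KDM3A), NR4A1 and the other KDM genes were not analysed here, so the knockdown target could not be used to check the labels. Counts were scaled by TMM and genes with too few counts were removed by edgeR's filter. Each pair of groups was then compared by edgeR's quasi-likelihood test, and a gene passed at a Benjamini-Hochberg adjusted p under 0.05. A gene counted as changed when its fold change was also at least 2, the threshold of the paper. In 100 simulated datasets of 46 genes for the comparison of the AGEs and Ctrl groups, this test found 93.3% of genes changed by a fold of 2, 78.4% at a fold of 1.5 and 25.6% where one group was 25% above the other, so most changes of that size would be missed. The plan made before the data were examined also named an exact permutation test per gene for data of under 500 genes; with 3 libraries against 3 its smallest p is 0.1, so no gene can pass by it, and it was run as an alternative. Nothing says whether the 3 libraries of a group came from separate cultures, so a p-value measures only the spread between these libraries. edgeR's test also pools that spread over the genes tested, so a very small p does not rest on the libraries of a single gene alone.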

We selected Ctrl group and AGEs group and then analyzed the DEGs with *p* < 0.05 under the screening condition of fold change ≥2. We obtained 284 upregulated genes and 193 downregulated genes, and plotted the cluster and volcano plots of the DEGs, from which can it be seen that there are obvious gene differences between Ctrl group and AGEs group (Figure 3A). 

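After 72 h of AGEs, the highest fold change among the genes analysed was that of NIPAL3, which encodes a protein of a magnesium transporter family. Its normalized count was 570 ± 32.2 (SD, n = 3) in the Ctrl group and 1025 ± 45.4 (SD, n = 3) in the AGEs group, a log2 fold change of 0.82 (standard error 0.0747). CFLAR, an inhibitor of caspases at death receptors, rose by 0.51 on the log2 scale (standard error 0.071). KLHL13, an adaptor of a cullin ubiquitin ligase needed for cell division, had the lowest value among the genes that passed, −0.50 (standard error 0.0598). The adjusted p was 2.11e-20 for NIPAL3, 2.63e-10 for CFLAR and 3.36e-13 for KLHL13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The size of these values depends on the fit. With all 3 groups in one fit the same test gave 1.87e-07, 0.0118 and 0.000105. The rule fixed before the data were examined names NIPAL3 and KLHL13 for the comparison of the shJMJD1A AGEs and Ctrl groups, and for this comparison they were chosen after their values were seen. An exon of NIPAL3 overlaps STPG1 on the other strand, and CFLAR overlaps CFLAR-AS1, among other genes. The paper names the library kit (NEBNext Ultra RNA) but no strand-specific step and no strand setting. Reads within these overlaps therefore cannot be told apart here. For NIPAL3, on the plus strand, the overlap lies at the start of the gene, since NIPAL3 starts at 24415802 and STPG1 ends at 24416934 on chromosome 1. STPG1 also passed and was higher with AGEs, with a log2 fold change of 0.47 (standard error 0.144).
Of 46 genes tested, 15 passed, 9 of them higher and 6 lower in the AGEs group, and 31 did not. In all 15 the libraries of the groups did not overlap, as in 20 of all genes tested, where chance gives 10%. The fold change was under 1.5 in 14 of the 15, and 0 genes reached a fold of 2 with edgeR or with DESeq2. At an unadjusted p under 0.05 there were 22 genes by edgeR, of which 0 reached that fold. The exact permutation test per gene called 0 genes. Scaled by plain totals of the genes analysed, 6 were higher and 11 lower. Without AGEs replicate 1, 5 genes were higher. From its cluster and volcano plots of the whole transcriptome (Figure 3A), the paper states that the Ctrl and AGEs groups differ in gene expression.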

Gene ontology gene ontology analysis (GO) is done by GOseq software to intuitively reflect the number distribution of differential genes enriched in biological process (BP), molecular function (MF), and cellular component (CC). The top 10 GO terms with the highest enrichment factor are shown in Figure 3B. It is obtained from BP results, differential genes can be enriched in extracellular matrix organization and lipid metabolic processes (Figure 3B). In addition, in order to explore the effect of AGEs on cell pathways, we used Kyoto Encyclopedia of genes and genes pathways (KEGG) to analyze the metabolic pathways significantly enriched by DEGs in Ctrl group and AGEs group. 

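CYP51A1 (ENSG00000001630) is the only gene among those analysed that belongs to a list of 25 genes of cholesterol biosynthesis fixed before the data were examined. It encodes lanosterol demethylase, an enzyme of cholesterol synthesis, and lies on chromosome 7 of GRCh38 from 92084987 to 92134803. In normalized counts it had 424 ± 32.6 (SD, n = 3) in the Ctrl group and 509 ± 24.6 (SD, n = 3) in the AGEs group. The log2 fold change was 0.24 (standard error 0.0888, adjusted p = 0.0264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 AGEs libraries were above all Ctrl libraries. Adjusted over the list alone, 1 gene was higher and 0 were lower, which with 1 tested member is the same as no adjustment. The call over all genes tested depended on the processing. It ended without AGEs replicate 1 (log2 fold change 0.19), without Ctrl replicate 1 (0.20) and without Ctrl replicate 2 (0.23). It also ended with DESeq2's Wald test, with all 3 groups in one fit, with no filter, with plain totals and with the exact permutation test. Over all alternatives the adjusted p lay between 0.00332 and 0.446 (edgeR, DESeq2 or exact permutation, each with Benjamini-Hochberg adjustment). CYP51A1 overlaps AKAP9 and CYP51A1-AS1 on the other strand. It also overlaps ENSG00000285772 and ENSG00000289027, both protein-coding, on its own strand.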

A total of 276 pathways were established, of which 46 pathways had *p* < 0.05, and the top 20 pathways were shown in the Figure 3C. The top ten pathways are HIF-1 signaling pathway, AGE-RAGE signaling pathway in diabetic complications, insulin resistance, central carbon metabolism in cancer, focal adhesion, vascular smooth muscle contract, proteoglycans in cancer, complement and coagulation cascades, inflammatory mediator regulation of TRP channels, and rheumatoid arthritis.

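Among the genes analysed, TFPI belongs to complement and coagulation, in a list of 38 genes fixed before the data were examined. It encodes the inhibitor of the tissue factor pathway of coagulation, on chromosome 2 of GRCh38 from 187464230 to 187565760. TFPI had 1701 ± 20.1 normalized counts (SD, n = 3) in the Ctrl group and 1842 ± 61.6 (SD, n = 3) in the AGEs group. Its log2 fold change of 0.09 (standard error 0.0607) did not pass by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.24), although all 3 AGEs libraries were above all Ctrl libraries. It did not pass when adjusted over the list alone either. For F3, tissue factor itself, the paper's reported log2 fold change is 3.13, in a supplementary table of which only part was held, and F3 was not analysed here. TFPI overlaps CALCRL-AS1 on the other strand.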

**Figure 3:**
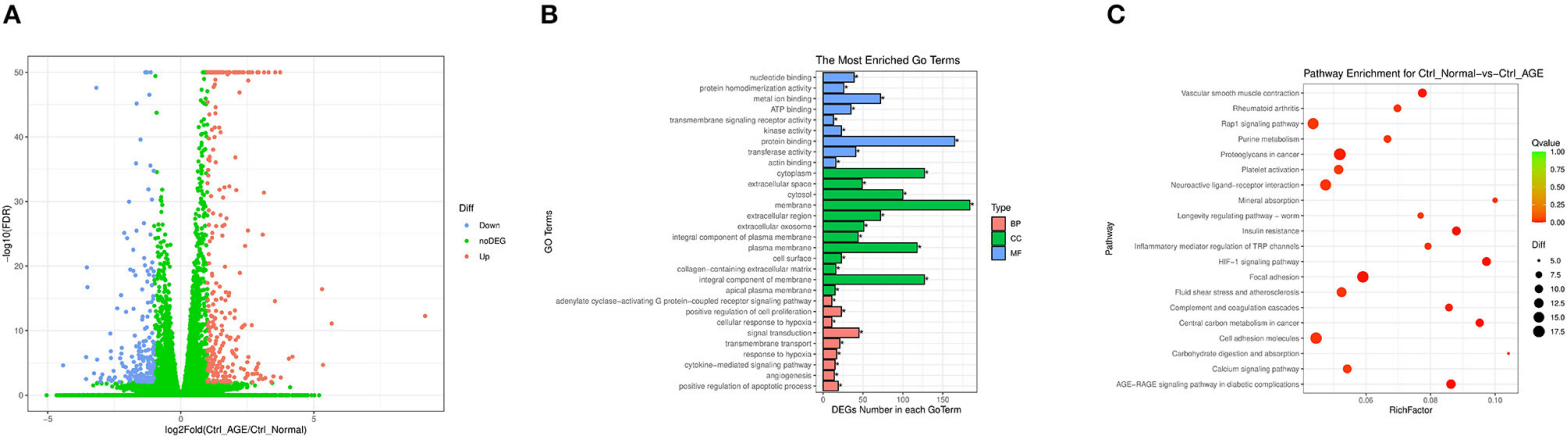
**(A)** Cluster map and volcano map of differentially expressed genes in Ctrl group and AGEs group in HK-2 cells; **(B)** Gene ontology analysis enriches the number distribution position of differential genes; **(C)** Kyoto Encyclopedia of Genes and Gene Pathways (KEGG) analyzes metabolic pathways that are significantly enriched in differentially expressed genes in the Ctrl group and the AGEs group.

### RNA Sequencing Revealed That JMJD1A May Be a Potential Epigenetic Regulator in the Progression of Fibrosis Induced by AGEs in HK-2 Cells

Moreover, we detected the transcriptional profile of H3K9 demethylase KDM family by RNA sequencing. We counted the expression of all genes in KDM family and found that the top three genes were KDM5C-LT1, KDM5D, and KDM3A, but the former two were not statistically significant. KDM3A showed the greatest correlation in RNA-seq and had statistical significance, *p* < 0.001 (Figure 4A). This has also been proved to play a key regulatory role in fibrosis of diabetic nephropathy. To explore whether JMJD1A will affect the expression of HK-2 fibrosis related indicators, we induced it with AGEs to further confirm the difference of JMJD1A expression. We stimulated HK-2 cells with AGEs at a concentration of 400 μg/ml for 72 h. Compared with the Ctrl group, RT-qPCR showed that JMJD1A was significantly upregulated at 72 h, whereas TGF-β1 and other related expression levels were significantly increased (Figure 4B). In addition, Western blot to assess the expression of fibrosis-related factors (TGF-β1, COL1, E-cad, VIM) in HK-2. We found that the expression level of AGEs group was significantly increased (Figures 4C,D). Immunofluorescence assay results showed that fibrosis-associated factors a-SMA and VIM were significantly increased in the AGEs group compared with the Ctrl group (Figure 4E).

**Figure 4:**
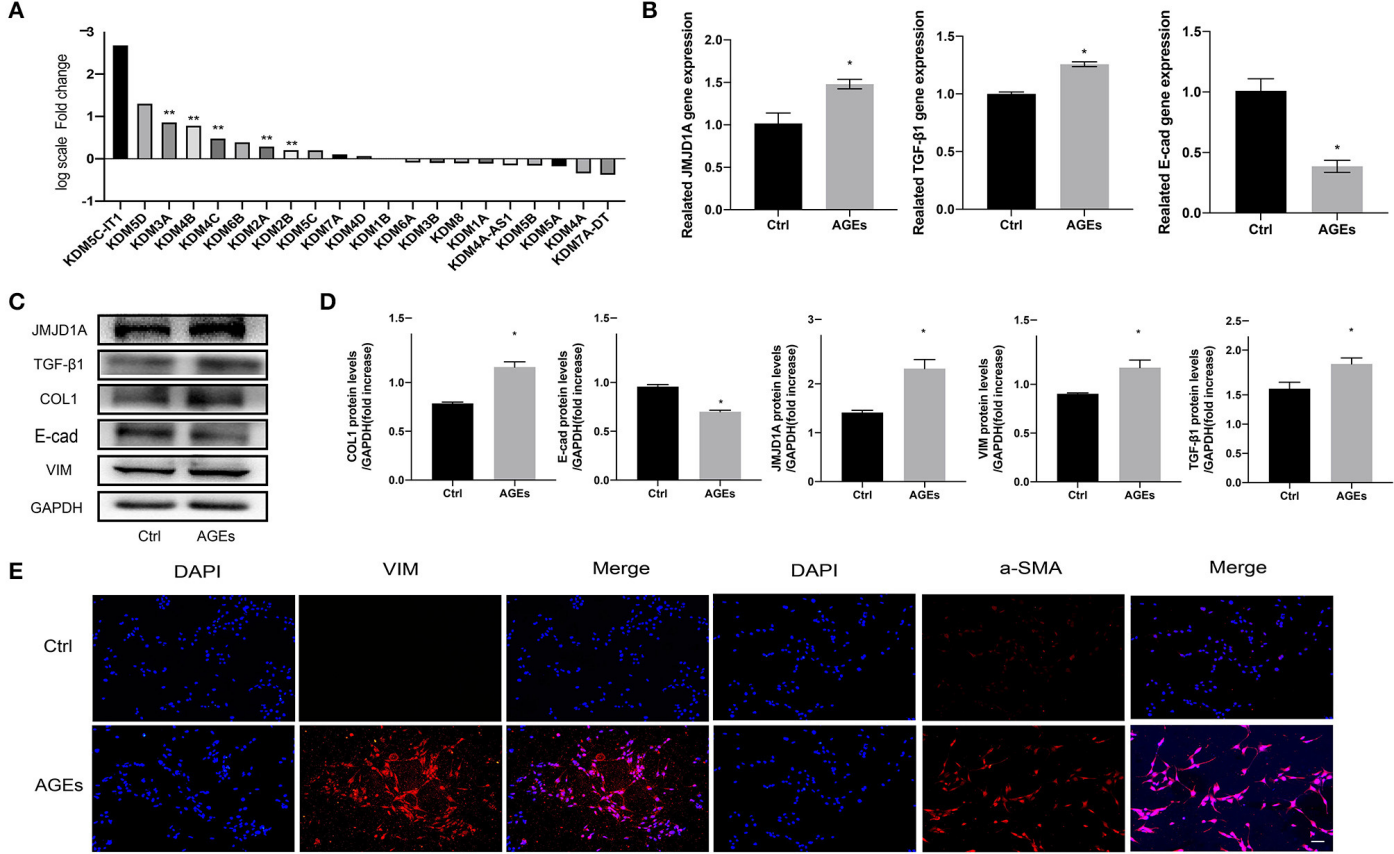
JMJD1A may be an epigenetic regulator of AGEs-induced fibrosis in HK-2 cells. **(A)** Quantitative gene expression changes in JMJD families detected by RNA sequencing (*n* = 3, **p < 0.001). **(B)** HK-2 cells were stimulated with 400 μg/ml AGEs for 72 h, and the expression of JMJD1A, TGF-β1, and E-cad was detected by RT-qPCR (*n* = 3, *p < 0.05). **(C,D)** Western blot was used to detect the expression of fibrosis-related factors (JMJD1A, TGF-β1, COL1, E-cad, VIM) in HK-2 (*n* = 3, *p < 0.05). **(E)** Immunofluorescence was used to detect the expression of fibrosis-related factors a-SMA and VIM (scale bar, 100μm).

### Knockout of JMJD1A Inhibited the Expression of Fibrosis-Related Factors in HK-2 Cells Stimulated by AGEs

Although the role of fibrosis kidney injury in diabetic vascular disease has been most frequently studied, the role of histone H3K9 demethylation of JMJD1A in this process is less well-studied. Therefore, we aimed to analyze whether JMJD1A plays a major regulatory role in the progression of renal fibrosis. We successfully constructed lentivirus vector by introducing green fluorescent protein (GFP) scrambling control and GFP-shJMJD1A into cells (Figure 5A). The virus infection efficiency was observed by inverted fluorescence microscope (Figure 5A). The fluorescence expression of transfected cells was the strongest at 48 h and MOI = 50. At the same time, the expression of JMJD1A gene in shCtrl group and shJMJD1A group stimulated by AGEs was detected by fluorescence quantitative PCR. The picture shows that the expression of JMJD1A gene in shJMJD1A group was lower than that in shCtrl group, suggesting that JMJD1A silencing HK-2 strain was successfully constructed (Figure 5B). In order to further verify the role of JMJD1A in fibrosis induced by AGEs, we detected the expression levels of related inflammatory markers VIM, COL1, E-cad, CTGF, and TGF-β1 by RT-qPCR, Western blot, and immunofluorescence. The results showed that JMJD1A silencing can significantly reduce the expression level of related fibrosis indexes induced by AGEs (Figures 5B–D). Moreover, immunofluorescence assay results showed that fibrosis associated factors a-SMA and JMJD1A were significantly decreased in the AGEs shJMJD1A group compared with the shCtrl group (Figures 5E,F). Combined with previous studies, knockout of JMJD1A can reduce AGEs induced fibrosis factors.

**Figure 5:**
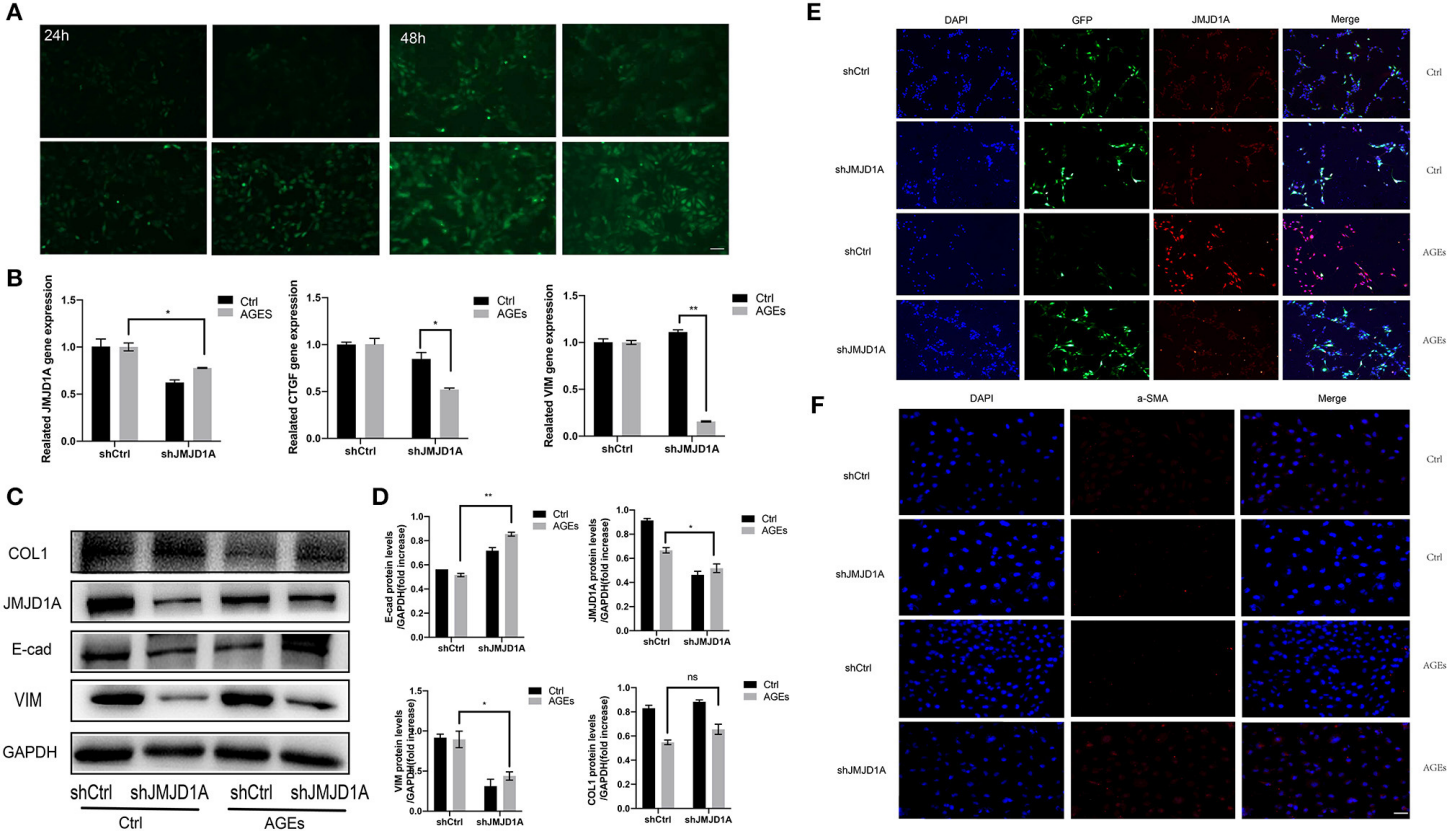
Knockout of JMJD1A inhibited the expression of fibrosis-related factors in HK-2 cells stimulated by AGEs. **(A)** The JMJD1A knockout lentivirus vector was successfully constructed and stably transfected into HK-2 cells. The virus infection efficiency was observed by inverted fluorescence microscope. **(B)** After cultured with 400 μg/ml AGEs for 72 h, the expressions of JMJD1A, CTGF, and VIM in HK-2 cells stably transduced by shJMJD1A and shCtrl were detected by RT-qPCR (*n* = 3, *p < 0.05, **p < 0.001). **(C,D)** After being cultured with 400 μg/ml AGEs for 72 h, the expressions of COL1, JMJD1A, E-cad, and VIM in HK-2 cells stably transduced by shJMJD1A and shCtrl were detected by Western blot (*n* = 3, *p < 0.05, **p < 0.001). **(E,F)** Immunofluorescence was used to detect the expression of fibrosis-related factors JMJD1A and a-SMA, compared with the AGEs shCtrl group, the fibrosis related factors a-SMA and JMJD1A in AGEs shJMJD1A group were significantly lower (scale bar, 100 μm).

### Overexpression of JMJD1A Accelerates the Expression of Fibrosis Related Factors in AGEs Stimulated HK-2 Cells

To further confirm the effect of upregulated JMJD1A in DKD on the expression level of the above-mentioned fibrosis markers, we constructed JMJD1A lentiviral vector and transfected it into HK-2 cells and obtained HK-2 cell line stably transfected with overexpression of JMJD1A. The mRNA level of JMJD1A increased significantly (Figure 6A). Through RT-qPCR and Western blotting analysis, the overexpression of JMJD1A enhanced the expression of CTGF, VIM, and TGF-β1 in HK-2 cells compared with control vector transfection (Figures 6B,D). Immunofluorescence assay results showed that fibrosis associated factors a-SMA and JMJD1A were significantly increased in the AGEs JMJD1A group compared with the AGEs vector group (Figure 6C). Therefore, we inferred that JMJD1A plays an important role in the stimulation of AGEs to induce fibrotic injury by the detection of knockdown and overexpression of JMJD1A and fibrosis related factors.

**Figure 6:**
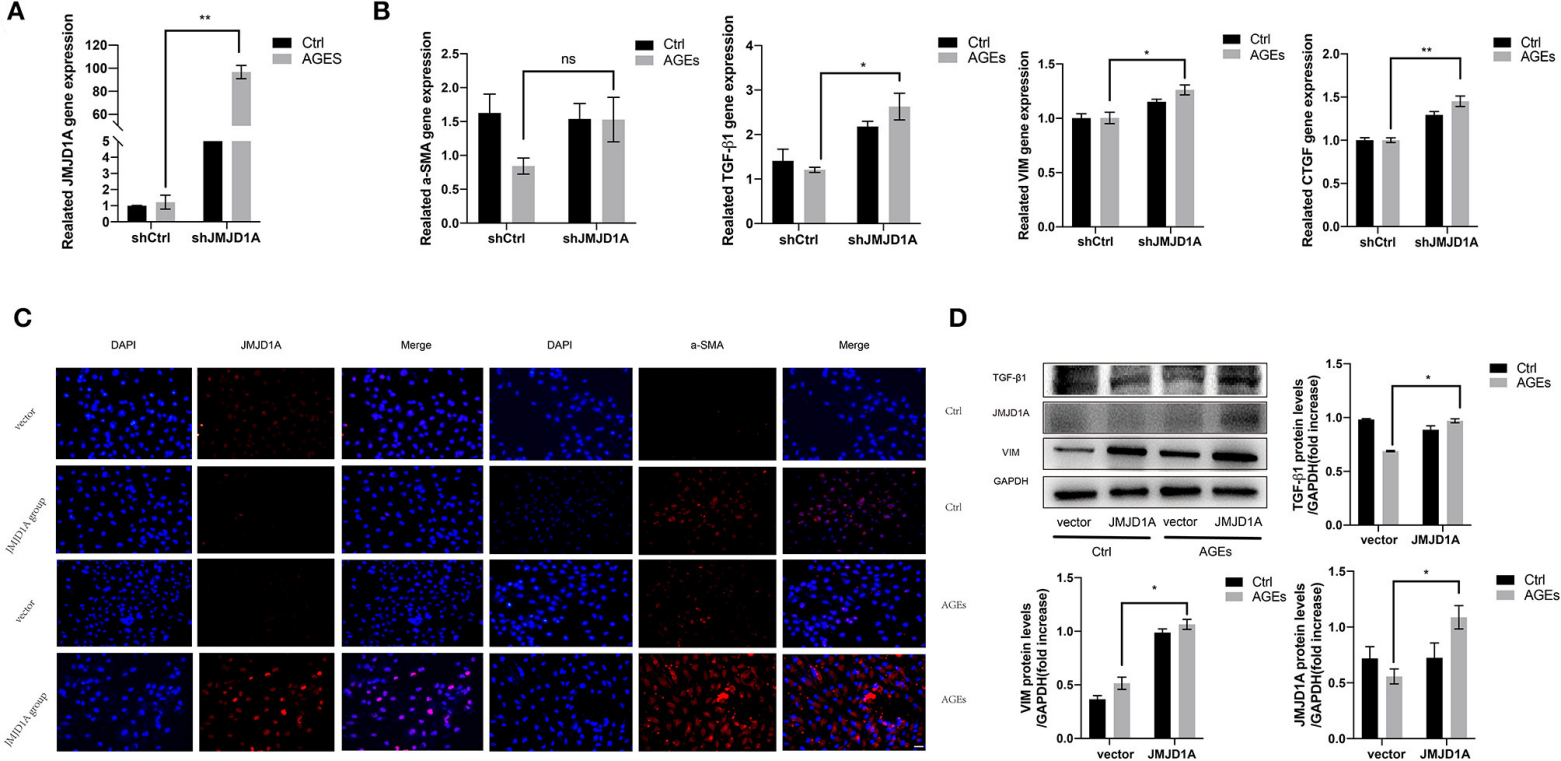
Overexpression of JMJD1A accelerates the expression of fibrosis related factors in AGEs stimulated HK-2 cells. The JMJD1A lentiviral vector was constructed and transfected into HK-2 cells to obtained the HK-2 cell line stably transfected with overexpression of JMJD1A. **(A,B)** After being cultured with 400 μg/ml AGEs for 72 h, RT-qPCR detection of the mRNA expressions of JMJD1A, a-SMA, TGF-β1, VIM, and CTGF in the JMJD1A group increased compared with vector group (*n* = 3, *p < 0.05, **p < 0.001). **(C)** The expression level of a-SMA in the AGEs JMJD1A group detected by immunofluorescence increase compared with AGEs vector group (scale bar, 100 μm). **(D)** The protein expression level of TGF-β1, VIM, and JMJD1A in the AGEs JMJD1A group detected by Western blot increased compared with AGEs vector group (*n* = 3, *p < 0.05).

### RNA-Seq Revealed That JMJD1A Knockdown May Ameliorate the Kidney Fibrosis *via* NR4A1

We studied transcription factors involved in JMJD1A induction under AGEs stimulation. In RNA-seq analysis, we further analyzed that after silencing JMJD1A, compared with the empty vector transfection group, 376 genes were upregulated and 617 genes were downregulated (Figure 7A). 

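After silencing of JMJD1A, SLC7A2, which encodes a transporter of cationic amino acids such as arginine, rose from a normalized count of 308 ± 18.4 (SD, n = 3) in the AGEs group to 878 ± 99.8 (SD, n = 3) in the shJMJD1A AGEs group, a log2 fold change of 1.44 (standard error 0.113). MYH16, a myosin heavy chain pseudogene in humans, rose from 17.2 ± 8.74 (SD, n = 3) to 44.3 ± 11.2 (SD, n = 3), a log2 fold change of 1.30 (standard error 0.434). Of the genes that passed, these were the 2 that were higher by a fold of at least 2, and 2 were lower by that fold, CYP51A1 among them. CFTR had a larger log2 fold change, 1.68 (standard error 0.646), but did not pass (adjusted p = 0.051 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed in 7 of 16 alternatives. Its raw counts were low, 5, 9 and 9 in the AGEs group and 37, 22 and 11 in the shJMJD1A AGEs group. The stricter filter removed CFTR, which also overlaps CFTR-AS1, CTTNBP2 and WNT2 on the other strand. The adjusted p was 2.07e-06 for SLC7A2 and 0.0295 for MYH16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SLC7A2, MYH16 and CFTR were chosen after their values were seen. The call of MYH16 ended with a replicate block and when any of 4 libraries was left out: its log2 fold change was 1.11 without shJMJD1A replicate 1, 1.42 without shJMJD1A replicate 2, 0.99 without AGEs replicate 1 and 1.26 without AGEs replicate 3.
Of 45 genes tested, 19 passed, 9 higher and 10 lower, and 26 did not. The libraries of the groups did not overlap in all 19, and in 27 of all genes tested, where chance gives 10%. At an unadjusted p under 0.05 there were 24 genes, 5 of them with that fold. The exact permutation test per gene called 0 genes. Plain totals moved the median log2 fold change of all genes by 0.148 and gave 13 genes higher and 8 lower; the other scalings tried moved the share of higher genes by under 10 percentage points. Without shJMJD1A replicate 3, 28 genes passed, 15 of them higher and 13 lower. The paper proposes that silencing of JMJD1A acts on fibrosis through NR4A1.

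**Figure D1:**
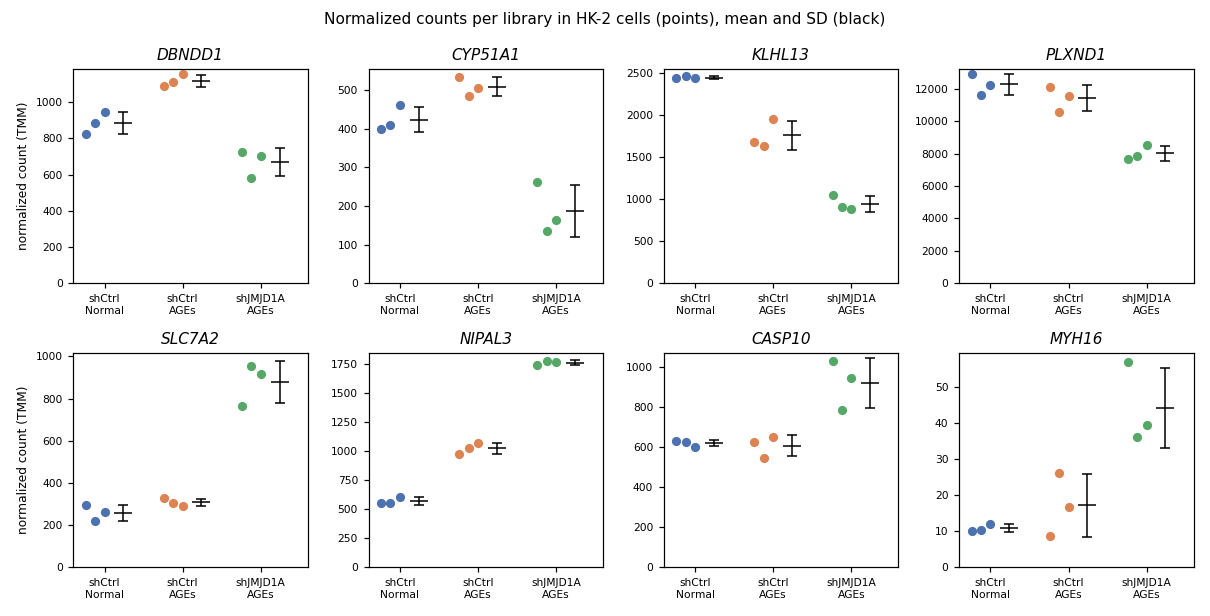
Normalized counts (TMM) of 8 genes in the Ctrl (shCtrl Normal), AGEs (shCtrl AGEs) and shJMJD1A AGEs groups. Points are libraries, and black bars are the mean and SD of 3 libraries; SLC7A2 rises to a mean of 878 in the shJMJD1A AGEs group.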

Then, gene ontology analysis (GO) of gene related biological process was carried out (Figure 7B). The results showed that the top 10 response process of HK-2 after silencing JMJD1A gene were mainly related to membrane, integral component of membrane, extractive region, plasma membrane, protein binding and extractive space, extracellular exosome, integral component of plasma membrane, collagen containing extracellular matrix, and extracellular matrix.

**Figure 7:**
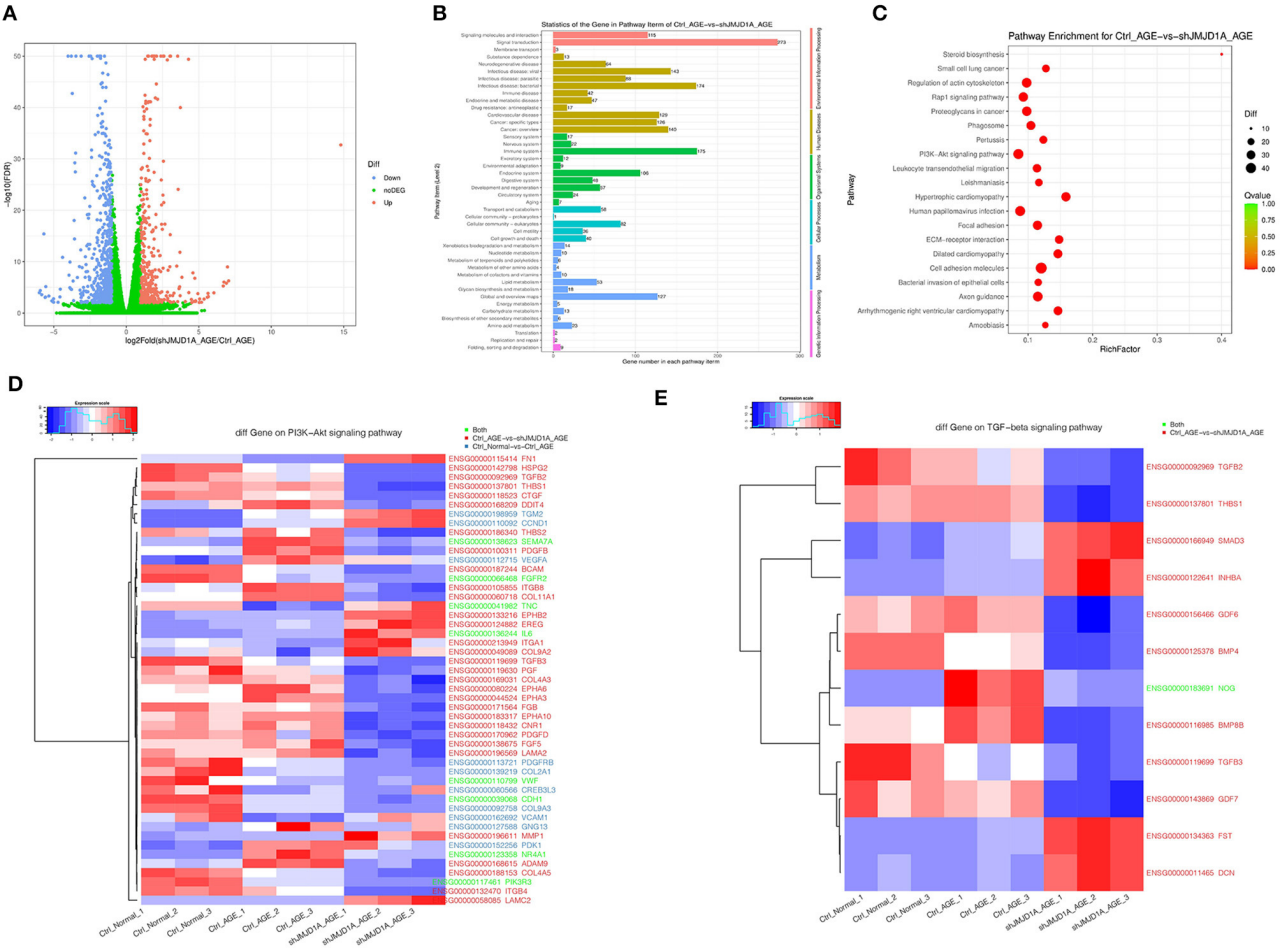
Gene expression and heatmaps of HK-2 cultured with 400 μg/ml AGEs for 72 h by RNA-seq. **(A)** Volcano plot was used to show the difference in gene expression values between the Ctrl_AGEs group and the shJMJD1A_AGEs group. Green dotted line indicates the threshold for *p* < 0.05 and log FC <2. Blue and red points represent downregulated and upregulated DEGs, respectively. **(B,C)** GO and KEGG enrichment analysis of differentially expressed genes (correct *p* < 0.05). Red bubbles show KEGG pathways. **(D,E)** Heatmaps of differentially expressed genes related to the PI3K-Akt and TGF- β signaling pathway.

Besides, we performed KEGG pathway enrichment analysis to further understand the function of the gene and its interaction with cells containing JMJD1A gene knockout. Then 313 pathway items were found, including 64 pathway items, *p* < 0.05 (Figure 7C). It can be enriched to hypertrophic cardiomyopathy, cell adhesion molecules, arrhythmogenic right ventricular cardiomyopathy, ECM-receptor interaction, steroid biosynthesis, axon guidance, focal adhesion, small cell lung cancer, pertussis.

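For steroid biosynthesis, CYP51A1 was the one enzyme among the genes analysed. In the shJMJD1A AGEs group its normalized count was 187 ± 66.8 (SD, n = 3). It fell by 1.52 on the log2 scale against the AGEs group (standard error 0.222, adjusted p = 0.000857 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the cholesterol biosynthesis list alone, 0 genes were higher and 1 was lower, which with 1 tested member is the same as no adjustment.
For axon guidance, PLXND1 and SEMA3F were the members of a list of 56 genes fixed before the data were examined. PLXND1, a plexin receptor for semaphorins, lies on chromosome 3 of GRCh38 from 129555214 to 129606676. Its normalized count was 11433 ± 775 (SD, n = 3) in the AGEs group and 8025 ± 470.3 (SD, n = 3) in the shJMJD1A AGEs group, where it fell by 0.59 on the log2 scale (standard error 0.0798). SEMA3F, a secreted semaphorin that repels growing axons, lies on the same chromosome from 50155045 to 50189075. Its normalized count was 3952 ± 295 (SD, n = 3) in the AGEs group and 2958 ± 306 (SD, n = 3) in the shJMJD1A AGEs group, and it fell by 0.49 (standard error 0.105). The adjusted p was 0.000131 for PLXND1 and 0.00259 for SEMA3F from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every shJMJD1A AGEs library was below every AGEs library for the 3 genes. Adjusted over the axon guidance list alone, 0 genes were higher and 2 were lower. SEMA3F overlaps SEMA3F-AS1 on the other strand.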

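DBNDD1, a dysbindin domain protein of unknown function, was higher with AGEs and lower after silencing of JMJD1A. The normalized count was 886 ± 60.9 (SD, n = 3) in the Ctrl group, 1117 ± 33.2 (SD, n = 3) in the AGEs group and 669 ± 75.6 (SD, n = 3) in the shJMJD1A AGEs group. RAD52, which acts in DNA repair by recombination, went the other way. It had 432 ± 15.8 (SD, n = 3) in the Ctrl group, 324 ± 19.2 (SD, n = 3) in the AGEs group and 481 ± 21.2 (SD, n = 3) in the shJMJD1A AGEs group. The log2 fold change from the AGEs group was −0.81 for DBNDD1 (standard error 0.092) and 0.50 for RAD52 (standard error 0.0984), with adjusted p of 2.86e-05 and 0.00195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both genes were chosen after their values were seen, and DBNDD1 overlaps GAS8 on the other strand. RAD52 overlaps ENSG00000250132, a long noncoding RNA gene, on its own strand.
Of 45 genes tested in both comparisons, 7 passed in both with opposite directions. CYP51A1, LASP1 and DBNDD1 were among 4 genes higher with AGEs and lower after silencing, and LAS1L, RAD52 and POLDIP2 were lower and then higher. Independent lists of the same sizes would share 3.2 genes in opposite directions. NIPAL3, KLHL13 and M6PR were among 4 genes that moved the same way in both, against 3.13 from independent lists. Both comparisons use the AGEs libraries with opposite sign, which alone pulls fold changes apart. In 100 simulated datasets with no change, 0.01 genes on average passed in opposite directions and the covariance of the log2 fold changes was −0.0196. With no gene changed, only 0.1 and 0.09 genes pass per comparison on average, so almost none could be shared. The 0.01 therefore cannot say how many of the 7 the shared libraries give. The observed covariance across genes was 0.0435, with a Pearson correlation of 0.187 against −0.501 simulated. The Spearman correlation, which uses ranks, was 0.00567, so the positive values rest on the largest changes and not on most genes. Genes are not independent replicates. The 3 AGEs libraries are too few to divide between the comparisons, so part of the 7 may come from the shared libraries. No group had the shRNA against JMJD1A without AGEs. An effect of silencing that does not need AGEs therefore cannot be told from a reversal of the AGEs effect. The number of opposite genes was 4 with plain totals and 4 with no filter. It was 3 without AGEs replicate 1, and 4 without AGEs replicate 3, without Ctrl replicate 1 or without Ctrl replicate 2. With AGEs, CYP51A1 lost its call in 8 of 16 alternatives, LAS1L in 6 of 16 and M6PR in 2 of 16. After silencing, LASP1 lost its call in 7 of 16. These counts include the exact permutation test, in which no gene can pass. No gene changed by a fold of at least 2 in both comparisons, since none did with AGEs.

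**Figure D2:**
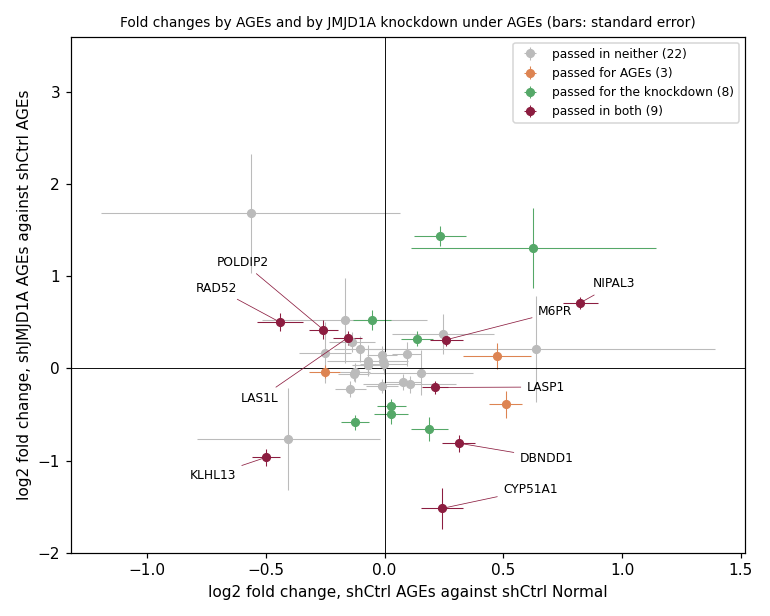
Log2 fold changes of 42 of the 45 genes tested in both (3 are not shown), with AGEs against the Ctrl group (x axis) and after JMJD1A silencing against the AGEs group (y axis), with standard errors as bars. Colours give the test passed, 9 of those shown in both (named); CYP51A1, higher with AGEs, sits at −1.52.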

To further explore the mechanism of silencing JMJD1A to reverse the damage of HK-2 treated by AGEs, we selected gene sets related to the JMJD1A downstream pathway through Ctrl group, AGEs group, and shJMJD1A AGEs to reverse the damage. KEGG result analysis is mainly distributed in AGE-RAGE signaling pathway in diabetic complications, Rap1 signaling pathway, PI3K-Akt signaling pathway, VEGF signaling, and TGF-β signaling pathway. Our assays for PI3K-Akt and TGF- β the differential genes among these two pathways are shown (Figures 7D,E). Next, the predicted transcription factors were detected by RT-qPCR. The results showed that the gene expression levels of F3, SEMA7A, NR4A1, CDH1,PIK3R3, and TNC were consistent with the transcriptome sequencing results. The gene expression levels were significantly increased after AGEs stimulation, and the differences were statistically significant (Figure 8A).

**Figure 8:**
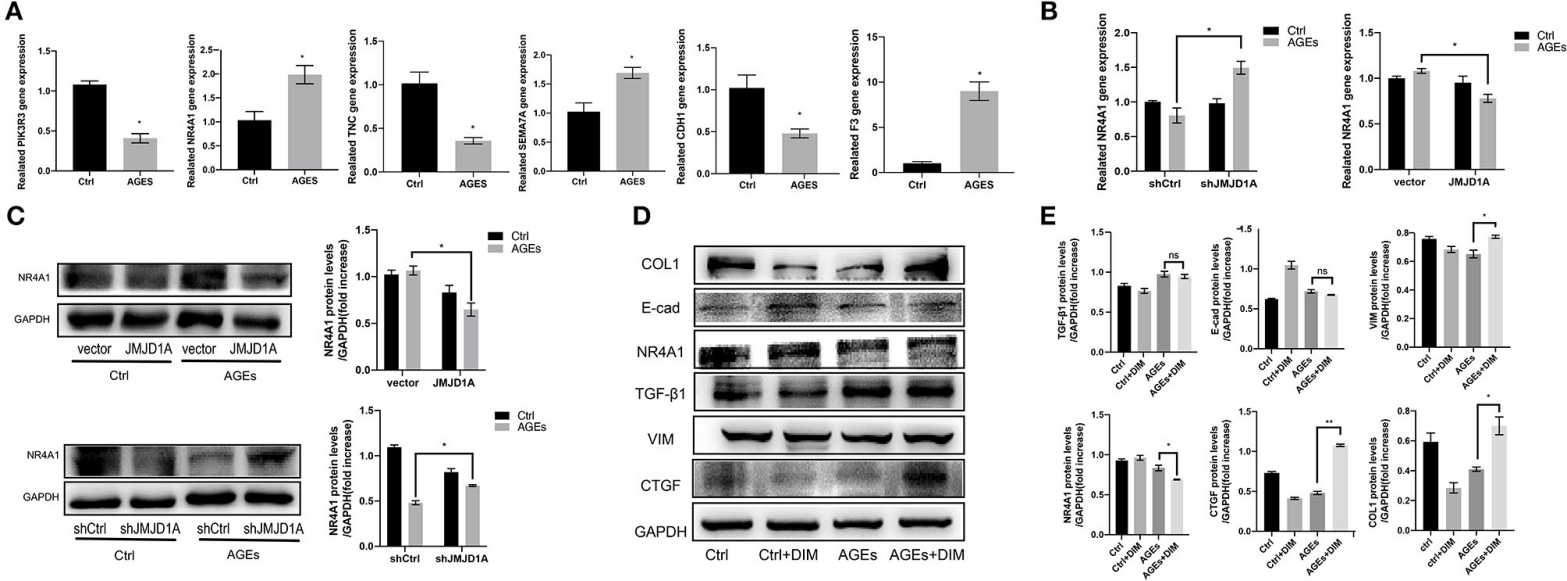
NR4A1 may be the downstream signal factor of JMJD1A regulating HK-2 cell fibrosis. **(A)** The expression of transcriptome predictors (PIK3R3, NR4A1, TNC, SEMA7A, CDH1, and F3) after JMJD1A knockout in HK-2 cells by RT-qPCR(*n* = 3, *p < 0.05). **(B,C)** RT-qPCR and Western blot were used to detect the mRNA and protein expression of NR4A1 in shJMJD1A and JMJD1A group under AGEs stimulation, compared with shCtrl or vector group, NR4A1 was upregulated in shJMJD1A group, but down regulated in JMJD1A group. **(D,E)** NR4A1 was inhibited by the inhibitor DIM-C-pPhCO2Me (20 μM), Western blot detected the related fibrosis, and the expression levels of VIM, TGF-β1, CTGF, and COL1, which were higher in AGEs + DIM group compared with AGEs group (*n* = 3, *p < 0.05, **p < 0.001).

### RNA-Seq Revealed That JMJD1A Knockdown May Ameliorate the Kidney Fibrosis *via* NR4A1

We evaluated NR4A1 expression by RT-qPCR and Western blot in JMJD1A knockdown and overexpression stimulated by AGEs. We found that NR4A1 was upregulated at the mRNA or protein level when JMJD1A was knocked down, but downregulated when JMJD1A was overexpressed (Figures 8B,C). These implies that NR4A1 shows an opposite trend to the expression of fibrosis related factors, which is compatible with previous studies. To explore whether NR4A1 can participate in JMJD1A-mediated and AGES-induced renal tubular fibrosis injury, we inhibited NR4A1 with the inhibitor DIM-C-pPhCO2Me (20 μM). In addition, we detected the related fibrosis and the expression levels of VIM, TGF-β1, CTGF, and COL1 by Western blot (Figure 8D). The results showed that the related fibrosis expression level in DIM group by AGEs was higher than that in AGEs group (Figures 8D,E). Combined with previous research results, downregulation of NR4A1 can promote renal tubular fibrosis and EMT related indicators, and accelerate the process of fibrosis.

## Discussion

Diabetic kidney disease, one of the common clinical microvascular complications of diabetes, is an important cause of death in patients with end-stage renal disease and diabetes (34, 35). Renal fibrosis is the main pathological feature in the development stage of DKD (36). Many factors can lead to renal fibrosis in DKD, such as AGEs, mitochondrial dysfunction, autophagy dysfunction, activation of inflammatory pathway and so on (37–39). AGEs is considered to be an important factor in the process of DKD renal fibrosis, which can promote the process by stimulating the secretion of oxygen free radicals, cytokines, chemokines, adhesion molecules, TGF-β, CTGF, and other mediators (15, 40). Therefore, the current study is conducted to reveal the mechanism of renal tubulointerstitial fibrosis induced by AGEs with the conclusion pronouncing that AGEs reduce the fibrosis progression in DKD through the JMJD1A/NR4A1 axis.

In this work, HK-2 cells were stimulated with 400 μg/ml AGEs for 72 h to successfully induce *in vitro* diabetic renal fibrosis model. The gene and protein expression levels of profibrosis factors such as TGF-β1, CTGF, and VIM were detected by fluorescence quantitative PCR and Western Blot, which were consistent with the characteristics of the progression of DKD to renal fibrosis. This indicates that the renal fibrosis model of HK-2 cell DKD was successfully established. JMJD1A, a member of the JMJD (containing JmjC domain) protein family, can promote glycolysis by coactivating glucose through hypoxia-inducible factor-1α (41, 42). Recently, it has been found that miR-101a can prevent renal fibrosis by inhibiting the expression of JMJD1A (43). In addition, JMJD1A has been confirmed to activate TIMP1 and secrete it into the ECM of cardiomyocytes, thereby promoting myocardial fibrosis (44). This suggests that there may be a correlation between JMJD1A and fibrosis. Our *in vitro* experiments showed that the expression of JMJD1A gene and protein in HK-2 cells increased significantly after HK-2 was stimulated with AGEs for 72 h. However, the relationship between JMJD1A and renal fibrosis has rarely been studied. Through the analysis of RNA-Seq data, we found that most of the gene expression of JMJD family changed during the fibrosis of HK-2 cells stimulated by AGEs, among which the expression level of JMJD1A gene was the most significant, about 1.8 times higher than that of the control group.

Furthermore, we used lentivirus to construct shJMJD1A HK-2 model to explore the role of JMJD1A in DKD renal fibrosis under AGEs stimulation. The results showed that compared with the HK-2 model transfected with the empty lentiviral vector (JMJD1A vector group), the gene and protein expression levels of TGF-β, CTGF, and VIM in HK-2 cells in shJMJD1A group decreased, which slowed down the fibrosis process of HK-2 cells to a certain extent. In the subsequent experiments, we successfully transfected HK-2 cells with JMJD1A overexpression lentivirus. Compared with the JMJD1A vector group, the gene and protein expression levels of TGF-β, CTGF, and VIM genes in HK-2 cells of lentivirus group increased, which in turn promotes the fibrosis process of HK-2 cells. This further confirmed that JMJD1A plays a crucial role in AGEs-mediated diabetic renal fibrosis in HK-2 cells. In addition, we used CD-1 mice to induce a DKD model by intraperitoneal injection of STZ 1 week after unilateral nephrectomy. Compared with the normal group, the Masson staining results of the model group showed an increase in the area of collagen fiber deposition in the kidney, and IHC immunohistochemical staining showed that the expressions of JMJD1A, FN, and COL1 in kidney tissue sections were all increased, which is consistent with the results of our *in vitro* experiments.

Some studies have found that higher levels of NR4A1 are closely related to glucose metabolism disorder, renal insufficiency, renal hypertrophy, and fibrosis, and contribute to the occurrence and development of DKD (45, 46). To further explore the downstream mechanism of JMJD1A involved in fibrosis, we used high-throughput sequencing to detect the related genes of HK-2 cells stimulated by AGEs after JMJD1A knockout and obtained the relevant downstream transcription factors, in which NR4A1 was selected for follow-up verification. In chronic kidney disease, the deficiency of NR4A1 has been proved to be involved in the process of renal injury and renal dysfunction. NR4A1 deficient rats [tawny hypertensive rats (FHH)] developed under the genetic background of being susceptible to renal injury showed that compared with the FHH control group, the severity of renal tubular atrophy, renal tubule morphology, and interstitial fibrosis were significantly increased, accompanied by a significant increase in macrophage infiltration and upregulation of inflammatory pathway (33). In the experiment, we found that both JMJD1A and NR4A1 were upregulated under the stimulation of AGEs alone, which may be due to the temporary upregulation of NR4A1 expression induced by the related fibrosis factor TGF-β, resulting in a negative feedback loop, which is consistent with previous studies (47). However, after the knockout of JMJD1A, NR4A1 still showed an upward trend, and the related fibrosis factors were downregulated; after JMJD1A overexpression, NR4A1 factors were downregulated and fibrosis factors were upregulated. Next, we silenced the expression of NR4A1 with inhibitors and detected the expression of related profibrosis factors by Western Blot technology. The results showed that the gene and protein expression levels of TGF-β, CTGF, and VIM were all increased, and the degree of cell fibrosis was increased. Based on these findings, we speculate that JMJD1A regulates renal tubular epithelial fibrosis induced by AGEs through the function of NR4A1.

## Conclusion

To sum up, AGEs may regulate the fibrosis in the progression of DKD through the JMJD1A/NR4A1 axis. In addition, this regulation is accomplished by reducing the expression of JMJD1A and then upregulating the level of NR4A1, thus inhibiting the fibrosis process of renal tubular epithelial cells. These results suggest that JMJD1A/NR4A1 pathway may play an important role in renal fibrosis and provide a new therapeutic strategy for the treatment of renal diseases. However, the regulatory role of JMJD1A/NR4A1 pathway *in vivo* needs to be further verified in future.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by Southern Medical University Experimental Animal Ethics Committee.

## Author Contributions

SW, AZ, and WJ conducted experiments to ensure the integrity of the entire research and contributed to the conception and design of this research. SW, AZ, JXie, and HL collected, analyzed data, drafted, and polished the manuscript. MW conceived the research. MW, JSu, and AY participated in the design of this research. XZ and MZ contributed to data and statistical analysis. WS, JXia, and JSh provided supplementary illustrations. MW, JSu, and DL revised the manuscript. All authors have read and approved the final manuscript.

## Funding

This work was supported by National Natural Science Foundation of China, Grant Nos. 82074207, 81774035, and 81974117 and Natural Science Foundation of Guangdong Province, Grant Nos. 2021A1515011502 and 2019A1515010665. Innovation team of chronic kidney disease with integrated traditional Chinese and Western Medicine, Grant No. 2019KCXTD014.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: JMJD1A/NR4A1 Signaling Regulates the Procession of Renal Tubular Epithelial Interstitial Fibrosis Induced by AGEs in HK-2
**Source:** Front Med (Lausanne). 2022 Feb 3;8:807694. doi: 10.3389/fmed.2021.807694
**Supplement:** Supplementary file 2

Supplementary Material

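RT-qPCR measures the mRNA of a gene by copying the stretch between a forward and a reverse primer. The 13 primer pairs were matched to GENCODE release 44 transcripts on GRCh38. In 11 pairs both primers matched a transcript of the named gene exactly, and no pair matched both primers in another gene. The expected products had 76 bp (ACTA2, α-SMA) to 182 bp (KDM3A and NR4A1). For JMJD1A, the forward primer lies in exon 3 and the reverse primer in exon 4 of the 26 exons of KDM3A, on chromosome 2 from 86449809 to 86451130. For NR4A1 both primers lie in exon 2 of 7, on chromosome 12 from 52054329 to 52054510. In 6 pairs both primers lie in a single exon, so genomic DNA would give a product of the same length, and 5 pairs lie across exons. The primers given for VIM had at least 3 mismatches (forward) and 1 mismatch (reverse) to VIM transcripts. For TNC the forward primer matched exon 2 of 28, and the reverse primer had at least 8 mismatches to TNC transcripts. These matches use the reference transcripts, and no product was measured.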

Supplementary Table 1.Primers used for quantitative RT-PCR.

| **Gene name** | **Forward (5'-3')** | **Reverse (5'-3')** |
| --- | --- | --- |
| CTGF | CAGCATGGACGTTCGTCTG | AACCACGGTTTGGTCCTTGG |
| α-SMA | AAAAGACAGCTACGTGGGTGA | GCCATGTTCTATCGGGTACTTC |
| E-cad | ACAGGATGGCTGAAGGTGAC | GGATGACACAGCGTGAGAGA |
| COL1 | GAGGGCCAAGACGAAGACATC | CAGATCACGTCATCGCACAAC |
| TGF-β1 | CAATTCCTGGCGATACCTCAG | GCACAACTCCGGTGACATCAA |
| F3 | CCCAAACCCGTCAATCAAGTC | CCAAGTACGTCTGCTTCACAT |
| SEMA7A | CACCAAGACCAGGCTTACGAT | ACACGGGACACATTGAGAGGA |
| VIM | GCTGCGAGAGAAATTGCAGGA | CCACTTTCCGTTCAAGGTCAAG |
| JMJD1A | GTGTGTGGAATTTGATGGG | CAGCTTTGTCCAACAGAGG |
| PIK3KR3 | TACAATACGGTGTGGAGTATGGA | TCATTGGCTTAGGTGGCTTTG |
| TNC | TCCCAGTGTTCGGTGGATCT | TTGATGCGATGTGTGTGTGGAGACA |
| CDH1 | ATTTTTCCCTCGACACCCGAT | TCCCAGGCGTAGACCAAGA |
| NR4A1 | ATGCCCTGTATCCAAGCCC | GTGTAGCCGTCCATGAAGGT |

How the deposited data were processed for this re-analysis (not part of the article)

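Gene expression was measured by RNA-seq in HK-2 cells in 9 libraries: 3 of the Ctrl group (control shRNA, no AGEs), 3 of the AGEs group (control shRNA, 400 μg/ml AGEs for 72 h) and 3 of the shJMJD1A AGEs group. The conditions were taken from the sample titles and the shRNA named in the labels. The treatment text of the labels describes AGEs for every sample, the Ctrl group included, so the absence of AGEs in that group rests on the titles and the paper. The deposited values are raw counts of reads per gene. The authors checked reads with FastQC and MultiQC, trimmed them with Trim Galore, mapped them to GRCh38 with Hisat2 (version 2.1.0), counted them with featureCounts and compared groups with DESeq2. The counts were used as deposited, with no earlier normalization. The strand setting and the annotation release behind the counts are not named in the paper's text.

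The counts analysed here cover the same 49 genes in each library. All 49 gene IDs were matched to symbols in GENCODE release 44, which uses the same assembly as the paper, GRCh38; 48 genes are protein-coding and 1, MYH16, is a pseudogene. An exon of 31 genes is overlapped by a gene on the other strand, and an exon of 34 by any other gene. The summed counts of these genes were 107036, 99729 and 105397 in the Ctrl group, 98250, 88192 and 85894 in the AGEs group and 78025, 67563 and 86854 in the shJMJD1A AGEs group. These sums are not library depths, which were not used here except as relative totals in an alternative. FGR and CD38 had 3 counts each over all libraries. No pair of libraries of a group had identical counts.

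Pairs of groups were compared in R 4.3.3 with edgeR 4.0.16: filterByExpr (minimum count 10, minimum total 15), TMM scaling, robust quasi-likelihood dispersions and the quasi-likelihood F test, with the 3 libraries of each of the 2 groups in the fit and no covariate. Standard errors are the log2 fold change divided by the square root of F. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison. A gene passed at an adjusted p under 0.05 and counted as changed with a fold change of at least 2 as well. Normalized counts given with their SD use TMM over all 9 libraries, so their ratio can differ from the fold change of a fit. The difference can matter for small changes, as for RAD52 against Ctrl. The comparisons were the AGEs group with the Ctrl group, the shJMJD1A AGEs group with the AGEs group, and the shJMJD1A AGEs group with the Ctrl group, which the paper does not make.

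The plan written before the data were examined named edgeR for counts and also said that data of under 500 genes would get an exact permutation test per gene and no moderated test. Once the counts were seen to be of 49 genes, edgeR was kept for the values reported and the permutation test was run as an alternative, in part because no gene can pass the permutation test with 3 libraries against 3. This departs from the plan. It was decided before the first edgeR output, but it was written down, and considered again and kept, after that output. The permutation test used log2 values with a pseudocount of 1 and was two-sided; its smallest p for 3 libraries against 3 is 0.1, and 0 genes passed by it in any comparison.

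The genes named follow a rule fixed before the data were examined: genes the paper names for the RNA-seq or as markers, the 12 highest and 12 lowest changed genes per comparison that are above the median expression and whose groups do not overlap, and up to 4 members per gene list. None of the genes the paper names was among those analysed, and the part on the highest and lowest genes gave 2, NIPAL3 and KLHL13, both from the comparison of the shJMJD1A AGEs and Ctrl groups. Of 44 gene lists fixed beforehand, 5 had a member among the genes analysed. They were apoptosis genes, axon guidance, cholesterol biosynthesis, complement and coagulation, and NRF2 antioxidant genes. The lists had at most 3 tested members, fewer than the 5 set for a set test, so camera and fry were not run. Any other gene named was chosen after its values were seen.

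The test was checked on simulated data, with counts drawn from the means and library sizes of these libraries in 100 datasets and 14 genes changed. Of the changed genes, at a fold of 2 the test found 93.7% for the shJMJD1A AGEs and AGEs groups and 93.6% for the shJMJD1A AGEs and Ctrl groups. At a fold of 1.5 it found 79.9% and 79.2%, so smaller changes are missed more often. With no gene changed, 0.1, 0.09 and 0.11 genes passed on average in the 3 comparisons. Between 3.85% and 5.82% of calls were false where genes were changed.

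The alternatives set before the data were examined were all 3 groups in one fit, a replicate block, DESeq2 size factors, DESeq2 1.42.0 with its Wald test, no filter, a minimum mean count of 50, no fold threshold, a test against a fold of 1.5, and leaving out each library. Alternatives added after seeing the data were plain totals, leaving out LASP1, leaving out CD99, library totals implied by the paper's FPKM, and the permutation test just described. The shRNA and the primers were matched to GENCODE release 44 transcripts and the GRCh38 genome by exact search, and mismatches were counted without gaps.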

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

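The alternatives by plain totals and by FPKM-implied totals were chosen after the data were seen, the exact permutation test was named in the plan and made an alternative after the data were seen, and no explanation of these results was tested. SLC7A2 and MYH16, which the paper does not discuss, were higher in the shJMJD1A AGEs group than in its control, the AGEs group, by a fold of at least 2. The log2 fold change of SLC7A2 was 1.436, and it stayed past the threshold in every alternative run except the exact permutation test, in which no gene can pass. No annotated gene overlaps its exons. For MYH16 the log2 fold change was 1.302, from raw counts of 49, 28 and 38 against 9, 25 and 15. Its call ended with a replicate block (adjusted p = 0.0679 by edgeR), without shJMJD1A replicate 1 (log2 fold change 1.11), without shJMJD1A replicate 2 (1.42), without AGEs replicate 1 (0.99) and without AGEs replicate 3 (1.26), and the stricter filter removed the gene. Over the alternatives that tested it, its adjusted p lay between 0.00195 and 0.167. MYH16 overlaps KPNA7 on the other strand.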

How the results depend on the processing

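Plain totals, leaving out LASP1 or CD99 and FPKM-implied totals were chosen after the data were seen, and the exact permutation test was made an alternative then; the other alternatives were set before the data were examined. Of 818 values of single genes under the alternatives, 710 kept their direction and their side of the threshold, 77 no longer passed, 26 newly passed and 5 changed sign. The exact permutation test per gene, which the plan named for data of under 500 genes, gave 0 genes higher and 0 lower in each of the 3 comparisons, 0 changed in both comparisons of the shJMJD1A AGEs group, and 0 shared in opposite or the same direction, because 3 libraries against 3 cannot give a p under 0.1.

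For AGEs against Ctrl, 5 genes instead of 9 were higher with all 3 groups in one fit, and 11 instead of 6 were lower with plain totals; the cause was not tested. With no fold threshold 15 genes instead of 0 counted as changed, and in a test against a fold of 1.5 there was 1, NIPAL3. Leaving out 1 library gave 5 (without AGEs replicate 1) to 11 genes higher, 5 to 8 lower and 0 changed. For shJMJD1A AGEs against AGEs, no fold threshold gave 19 genes instead of 4, and leaving out 1 library gave 8 to 15 higher (15 without shJMJD1A replicate 3), 9 to 13 lower and 3 to 5 changed. For shJMJD1A AGEs against Ctrl, no fold threshold gave 18 instead of 6; plain totals gave 9 higher and 9 lower, against 8 and 10.

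The 7 genes shared in opposite directions became 4 with no filter and 4 with plain totals, and 3 (without AGEs replicate 1) to 8 when 1 library was left out. With no fold threshold 7 genes instead of 0 counted as changed in opposite directions. The cause was not tested. Apart from the permutation test, calls were lost under at least 1 alternative for CYP51A1, LAS1L, STPG1, M6PR and LASP1, among others (AGEs against Ctrl), for MYH16 and LASP1, among others (shJMJD1A AGEs against AGEs), and for LAS1L, STPG1, ENPP4, SEMA3F, DBNDD1 and MYH16 (shJMJD1A AGEs against Ctrl), in part because a filter or a left-out gene removed them.

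The sign changes were all of genes that did not pass. For AGEs against Ctrl, CASP10 had log2 fold changes from −0.0882 to 0.0005107 (without AGEs replicate 2) when 1 library was left out. SEMA3F had −0.005512 with all 3 groups in one fit, −0.03407 with plain totals, −0.03456 without AGEs replicate 1 and −0.05277 without Ctrl replicate 2, and up to 0.1023 when another library was left out.

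With a replicate block, 9 genes were higher and 7 lower for AGEs against Ctrl (16 passed), 8 higher and 11 lower for shJMJD1A AGEs against AGEs (19 passed) and 8 higher and 11 lower for shJMJD1A AGEs against Ctrl (19 passed). Libraries with the same number did not all deviate together: over 41 genes the correlations were 0.66, −0.36 and 0.41, then 0.18, 0.43 and −0.53, then 0.13, −0.37 and −0.1. The best match had the same number for replicates 1 and 3 of AGEs against Ctrl. It also did for replicate 2 of shJMJD1A AGEs against AGEs, and for no other. With 3 libraries per group these values do not show that the numbers pair the samples and cannot exclude it.

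Pseudocount alternatives were not run, since the values are counts. Alternatives for the gene lists, the KDM genes and JMJD1A were not run, since no list had enough members and those genes were not analysed here. MYH16 had 9 to 49 counts per library in the groups with AGEs, and its call was the one of the changed genes that leaving out a library ended.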

Other observations

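The tests of other splits of the samples were chosen after the results were seen, and those of shRNA seed sites before; SLC7A2, MYH16 and RAD52 were chosen after their values were seen.

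Seed matches of the shRNA guide in 3′ UTRs (TCAGGAA or CAGGAAA) were tested as a cause of lower counts after JMJD1A silencing. Of 44 genes searched, 22 had a site and 22 had none, and their median log2 fold changes were 0.0628 and −0.00257. The difference, 0.0653, is within the spread of 0.134 from permuted sites (one-sided permutation test with 100000 resamples, p = 0.675), and 7 of the 10 genes that were lower had a site. The test does not decide, so a smaller effect of seed matches could remain.

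The 6 libraries of each comparison can be divided into 3 and 3 in 10 ways, too few for a share under 0.05. The real division gave 15 genes that passed for AGEs against Ctrl and the highest other gave 1. For shJMJD1A AGEs against AGEs the values were 19 and 1, and for shJMJD1A AGEs against Ctrl 18 and 0.

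The paper measured apoptosis by flow cytometry and protein, and 3 genes of a fixed list of 36 apoptosis genes were analysed. With AGEs, CFLAR was higher (log2 fold change 0.51) and CASP10 (−0.05) and BAD (0.11) did not pass. Adjusted over the list alone, 1 gene was higher and 0 lower. Without Ctrl replicate 3, BAD passed at 0.32. After JMJD1A silencing CASP10, an initiator caspase at death receptors, rose by 0.53 on the log2 scale (standard error 0.111, adjusted p = 0.00259 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 3 of 3 libraries above all AGEs libraries. CFLAR had −0.39 and did not pass (adjusted p = 0.0547 by the same edgeR test, between 1.32e-06 and 0.237 over the alternatives), and BAD had −0.17 (adjusted p = 0.169 by edgeR). CFLAR passed in 8 of 17 alternatives, among them the replicate block, all 3 groups in one fit, DESeq2 size factors, DESeq2's Wald test, and the fits without CD99, without shJMJD1A replicate 1 (−0.53) and without shJMJD1A replicate 3 (−0.25). Adjusted over the list alone, 1 gene was higher and 1 lower.

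GCLC, the catalytic subunit of the enzyme that starts glutathione synthesis, was the one gene analysed of a list of 31 NRF2 antioxidant genes. With AGEs its log2 fold change was 0.14 (standard error 0.0676) and it did not pass (adjusted p = 0.0936 by edgeR with Benjamini-Hochberg adjustment). It passed with a replicate block (0.14, adjusted p = 0.0307 by edgeR with Benjamini-Hochberg adjustment), without AGEs replicate 2 (0.17) and without Ctrl replicate 3 (0.20). After JMJD1A silencing it rose by 0.32 on the log2 scale (standard error 0.081, adjusted p = 0.0062 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 3 of 3 libraries. Adjusted over the list alone, 1 gene was higher in each of these comparisons, which with 1 tested member is the same as no adjustment.

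In the complement and coagulation list after JMJD1A silencing, TFPI had a log2 fold change of 0.16 and did not pass (adjusted p = 0.359 by edgeR with Benjamini-Hochberg adjustment). It passed with plain totals (0.31) and without shJMJD1A replicate 3 (0.28).

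For shJMJD1A AGEs against Ctrl, a comparison the paper does not make, 18 of 45 genes passed, 8 higher and 10 lower, and 6 changed by a fold of at least 2. Higher were MYH16 (log2 fold change 1.95), SLC7A2 (1.69) and NIPAL3 (1.56), and KLHL13 (−1.45) and CYP51A1 (−1.25) were among the lower. NIPAL3 and KLHL13 moved further in the same direction after JMJD1A silencing as with AGEs: NIPAL3 rose from 1025 to 1766 ± 18.8 normalized counts (SD, n = 3), and KLHL13 fell from 1756 ± 174 to 944 ± 91.7 (SD, n = 3). Among the genes named above for opposite directions, RAD52 had 0.08 against Ctrl (adjusted p = 0.65 by edgeR with Benjamini-Hochberg adjustment). LASP1 (0.03) and POLDIP2 (0.18) did not pass against Ctrl either. The position of RAD52 depended on the scaling. In the fit of these 2 groups its libraries overlapped. With TMM over all 9 libraries it had 497, 489 and 457 in the shJMJD1A AGEs group, all above 436, 445 and 414 in the Ctrl group. DBNDD1 (−0.48), CYP51A1 and LAS1L (0.20) passed, on the other side of the Ctrl level from where AGEs had moved them. Leaving out 1 library left 13 to 18 of the 18 genes passing.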
